A study of Mus musculus with 5 samples. Its data were reported in "PFA ependymoma-associated protein EZHIP inhibits PRC2 activity through a H3 K27M-like mechanism" (2019).

How the data were processed

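Chromatin from mouse embryonic fibroblasts was crosslinked, digested with micrococcal nuclease to mononucleosomes and immunoprecipitated with an antibody against CBX2, a subunit of Polycomb Repressive Complex 1 (PRC1). The cells stably expressed human EZHIP or the histone mutant H3.3 K27M from a lentivirus, or served as the control. The labels of the series describe 5 CBX2 libraries. Peak lists of 3 of them (Control, EZHIP and K27M, 1 library each) entered the comparisons, and the K27R and EEDnull libraries were not analysed here.

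According to the methods of the study, the authors aligned the reads to the mouse mm9 genome, and to a spike-in reference genome, with bowtie1 at its default settings. Broad peaks were called with MOSAiCS-HMM, a hidden Markov model of binned read counts. Each library had its own list. Whether an input library entered the CBX2 calls, and whether reads were scaled between libraries before calling, is not stated. These choices bear on the lists. A default bowtie1 run places a read that matches several positions at 1 of them, so sequences present in several copies can gather reads. The number and width of called peaks also move with the number of reads in a library, which is unknown here.

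Each deposited file held 3 columns (chromosome, start and end of a peak) with no score, height, fold or p-value. Every start was a whole multiple of 200 bp and every end lay 199 bp above one. Each peak was therefore read as a run of whole 200 bp bins with its last base included. Positions are given 1-based on mm9. All peaks ended within the chromosome lengths of NCBIM37, the assembly of mm9, which supplied the sequence, and genes were taken from GENCODE vM1 on the same assembly. Some neighbouring peaks of a list lay less than 10000 bp apart. This was so for 9 gaps in the Control list, 4 in the EZHIP list and 5 in the K27M list, and the smallest gap was 5400 bp. These gaps are below the maximum gap of 10,000 that the study gave for its calls. How the lists relate to that setting is unknown.

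The number of peaks, their widths and the length they covered were computed per list. A peak was counted as shared with another list when it overlapped one of its peaks by at least 1 bp, and the Jaccard index was the length covered by both lists over the length covered by either. For reference, the peaks of the first list of a comparison were placed 1000 times at random within their own chromosomes. For each Control peak with a counterpart, the summed width of the overlapping peaks of the other list was divided by the width of the Control peak and the log2 of this ratio was taken. Peaks of all lists that overlapped were joined into merged sites. Percentages carry exact Clopper-Pearson 95% intervals, medians carry distribution-free binomial 95% intervals, and differences of percentages carry Newcombe 95% intervals, with a Poisson 95% interval for 1 count of sites. All cover counting error only and treat peaks as independent, which neighbouring peaks need not be. With 1 library per group there was no replicate error, peaks are not replicates, and no p-value was computed.

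Sites named in the text were fixed by a rule before the data were examined. They were the widest merged site held by all lists and the next 2, the widest peak of each list, and the widest peak found in each list alone. Other genes named in the text were chosen after their values were seen, and the text says so.

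The following classes were also chosen after the peak lists had been inspected. A peak had a CpG island window when it contained a 500 bp window (step 50 bp) with a G+C content of at least 55% and an observed over expected CpG ratio of at least 0.65. A peak was called multi-copy when at least 50% of its 32-mers, sampled every 100 bp, occurred more than once in the genome on either strand. Copies were counted within the assembly, so copies that are missing from it were not seen. A peak lay at a gene start when it contained the annotated 5′ end of a protein-coding gene. There were 22339 such positions, and 11903 of them had a CpG island window within 1000 bp. The background for these classes came from 1000 random windows matched to the peaks on width and chromosome, each with less than 10% unknown bases.

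Alternatives planned before the data were examined were a minimum width of 5000 bp, joining of peaks closer than 10000 bp, autosomes only, 3 other rules of overlap, the same number of widest peaks from each list, and random rotation of whole chromosomes in place of random placement. A stricter cut by score could not be made without a score, and the plan named the 5000 bp minimum in its place. Alternatives added later were a minimum width common to the lists (2200 bp), CpG island peaks only, and removal of multi-copy peaks. A value counted as unmoved within its 95% interval, or within 1.5 times for a count. The intervals of covered length came from 2000 bootstrap draws of peaks and those of the Jaccard index from 500 draws of sites.

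The overlap and width steps were tested on simulated data made from the 289 Control widths at random positions. In 20 runs with 60% of peaks kept and narrowed by a log2 ratio of -0.32, the median recovered share was 59.9% and the median recovered log2 ratio was -0.32. Each kept peak was narrowed about its own midpoint, and no peak was added, shifted or split. The runs therefore checked the computation only, not its behaviour on lists that differ in those ways. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.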

Results

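CBX2 binding was mapped by ChIP-Seq in mouse embryonic fibroblasts (MEFs) that expressed EZHIP, H3.3 K27M or neither. EZHIP is a protein found in posterior fossa ependymomas, and H3.3 K27M is a histone mutant found in diffuse midline gliomas. Both inhibit Polycomb Repressive Complex 2 (PRC2), which trimethylates lysine 27 of histone H3. CBX2 belongs to PRC1, which can bind that mark. The comparison addressed whether the number and location of CBX2 sites differed when PRC2 was inhibited. Each condition had 1 library and 1 list of broad peaks called by the authors, 871 peaks in total. The read depth of the libraries is unknown, the lists hold no measure of peak height, and differences between lists therefore had no replicate check.

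The Control list held 289 CBX2 peaks, the EZHIP list 255 and the K27M list 327. The EZHIP list thus had 0.882 times as many peaks as Control (interval 0.743 to 1.05), and the K27M list 1.13 times as many (0.963 to 1.33). Both intervals cover counting error only and include equal numbers of peaks, so among all peaks neither difference exceeded counting error. The order of the lists was the same among peaks of at least 5000 bp, the setting that moved these counts most, with 180 Control, 166 EZHIP and 241 K27M peaks.

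The median peak width was 7400 bp in Control cells (95% interval 6200 to 8400 bp) and 6800 bp in EZHIP-expressing cells (5800 to 8400 bp), a difference within the intervals. In K27M-expressing cells the median was 9600 bp (8000 to 11000 bp). The middle 50% of widths ran from 3600 to 14800 bp in Control, from 4000 to 12600 bp in EZHIP and from 4800 to 17800 bp in K27M. The peaks covered 3.27 Mb in Control, 2.76 Mb in EZHIP and 4.47 Mb in K27M. Among peaks of at least 5000 bp, the Control and K27M medians were equal, at 12600 bp. With CpG island peaks only, a class chosen after the lists were seen, they were 9800 bp in Control and 10200 bp in K27M.

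Under the rule of at least 1 bp, most peaks of each list had a counterpart in each other list. Of the 289 Control peaks, 192 (66.4%, 95% interval 60.7 to 71.9%) overlapped an EZHIP peak and 229 (79.2%, 74.1 to 83.8%) overlapped a K27M peak. In the other direction, 193 of 255 EZHIP peaks (75.7%, 69.9 to 80.8%) and 222 of 327 K27M peaks (67.9%, 62.5 to 72.9%) overlapped a Control peak. Between the EZHIP and K27M lists, 192 of the EZHIP peaks (75.3%, 69.5 to 80.5%) and 185 of the K27M peaks (56.6%, 51.0 to 62.0%) were shared. Random placement of the same peaks gave mean overlaps of 0.263 to 0.388%, and no placement exceeded 2.42%. Rotation of whole chromosomes, which keeps the spacing of peaks, gave mean overlaps of 0.271 to 0.393% and a highest value of 9.41%, for EZHIP peaks with Control. The Jaccard index of covered length was 0.593 for Control and EZHIP, 0.587 for Control and K27M, and 0.470 for EZHIP and K27M. Requiring that the overlap span at least 50% of both peaks lowered the share of Control peaks with a K27M counterpart to 58.8%, the largest move among the alternatives for that pair. Under the same requirement, 51.0% of EZHIP peaks had a K27M counterpart. Only 39.8% of K27M peaks had an EZHIP counterpart, which is no longer most of them.

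Widths were then compared site by site, which separates a change at the same sites from a change in which sites were called. At the 192 Control peaks with an EZHIP counterpart, the median log2 ratio of EZHIP to Control width was -0.09 (95% interval -0.16 to -0.05), and 61.5% of these sites (54.2 to 68.4%) were narrower in EZHIP. At the 229 Control peaks with a K27M counterpart, the median log2 ratio was 0.32 (0.19 to 0.42), and 75.5% of the sites (69.5 to 81.0%) were wider in K27M. The K27M ratio was lowest, at 0.20, among peaks of at least 5000 bp. The signs of both medians were the same under every alternative run. These intervals describe the spread over sites of 1 pair of libraries, not the spread between cultures.

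**Figure D1:**
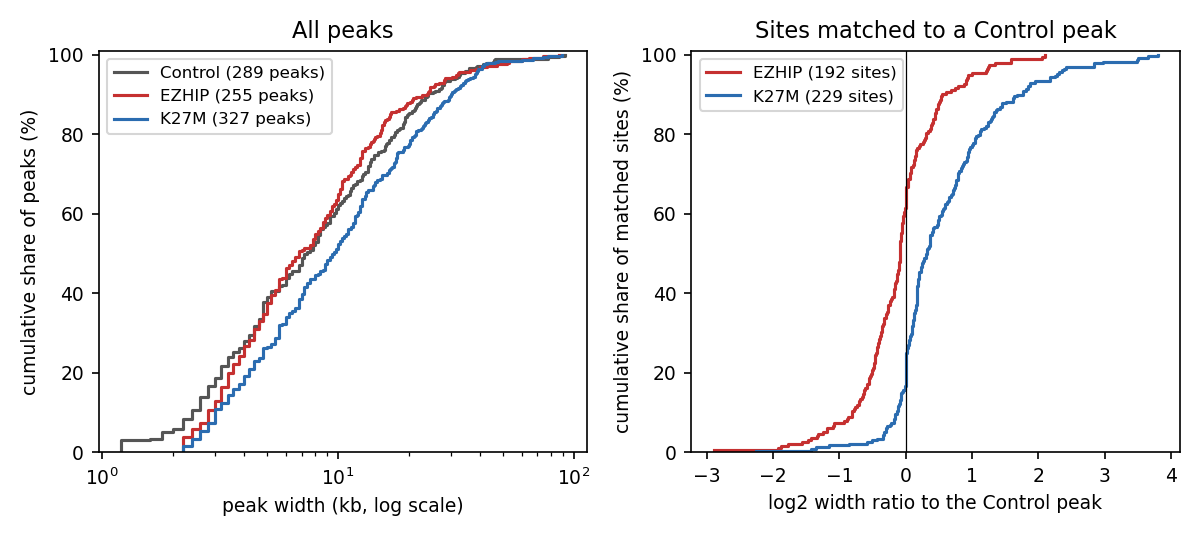
Left, cumulative share of CBX2 peaks (%) by peak width (kb, log scale) for the Control, EZHIP and K27M lists, where the K27M curve lies to the right, with a median of 9600 bp against 7400 bp in Control. Right, cumulative share of Control peaks with a counterpart (%) by the log2 ratio of the EZHIP or K27M width to the Control width, with medians of -0.09 for EZHIP and 0.32 for K27M.

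Joining overlapping peaks of the 3 lists gave 430 merged sites. All 3 lists held 170 of them, Control and K27M shared 49, Control and EZHIP shared 15, and EZHIP and K27M shared 14. A further 44 sites were in the Control list alone, 47 in the EZHIP list alone and 91 in the K27M list alone. Peaks in 1 list alone were narrower than shared peaks in each list. Their median widths were 2600 bp (95% interval 2000 to 4200 bp) against 8800 bp (7200 to 10400 bp) in Control, 3800 bp (3200 to 4200 bp) against 8800 bp (7600 to 10000 bp) in EZHIP, and 4800 bp (4000 to 5600 bp) against 12500 bp (11000 to 14400 bp) in K27M. The order of the lists in this measure depended on the narrowest peaks, since with a common minimum width of 2200 bp, a limit chosen after the lists were seen, the median of peaks in Control alone was 4500 bp. The number of sites in Control alone moved most, to 8, when peaks without a CpG island window were left out, whereas 99 sites were then in K27M alone. Of the 91 sites in K27M alone among all peaks, 83 had a CpG island window. The rest of the 99 overlapped a Control or EZHIP peak that had been left out, so they are not further sites of K27M alone.

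**Figure D2:**
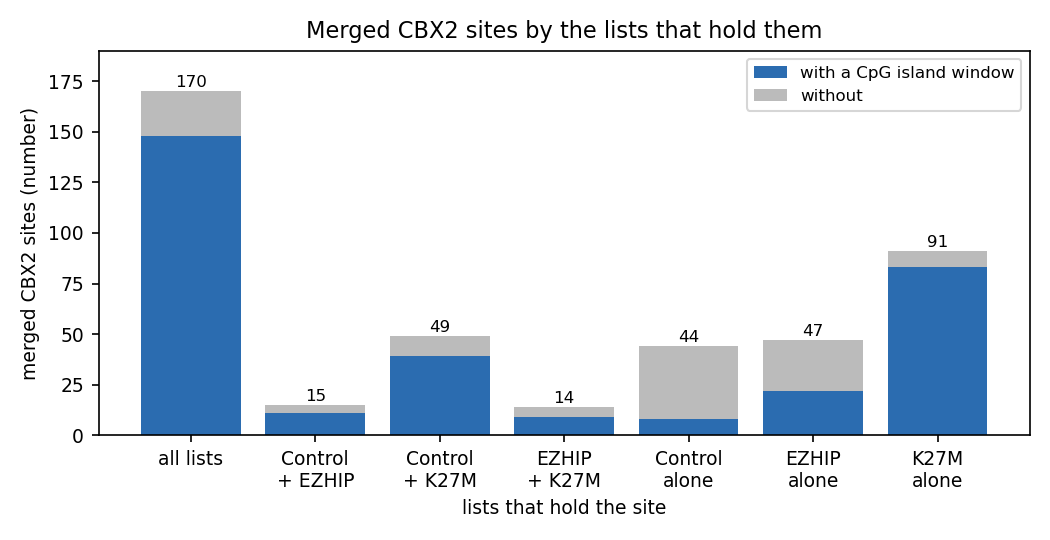
Number of merged CBX2 sites by the lists that hold them, divided into sites with a CpG island window (blue) and without one (grey). All lists shared 170 sites, and of the sites in 1 list alone, 83 of 91 in K27M, 22 of 47 in EZHIP and 8 of 44 in Control had a CpG island window.

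The sequence under the peaks differed between the lists. A CpG island window was present in 189 Control peaks (65.4%, 95% interval 59.6 to 70.9%), 179 EZHIP peaks (70.2%, 64.2 to 75.7%) and 275 K27M peaks (84.1%, 79.7 to 87.9%), against 7.5% of matched random windows. Multi-copy sequence made up at least 50% of the sampled 32-mers in 60 Control peaks (20.8%, 16.2 to 25.9%), 34 EZHIP peaks (13.3%, 9.41 to 18.1%) and 35 K27M peaks (10.7%, 7.57 to 14.6%), against 8.10% of random windows. Peaks with a CpG island window that were not multi-copy numbered 176 in Control, 170 in EZHIP and 265 in K27M. In this class the EZHIP list had 0.966 times and the K27M list 1.51 times as many peaks as Control. These classes depend on width, since random windows with a CpG island window had a median of 18200 bp against 7400 bp without. At 18 matched sites that were not multi-copy in Control, only the K27M peak had a window. Of the 161 Control peaks of the class with a K27M counterpart, 160 had a counterpart of the same class.

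**Figure D3:**
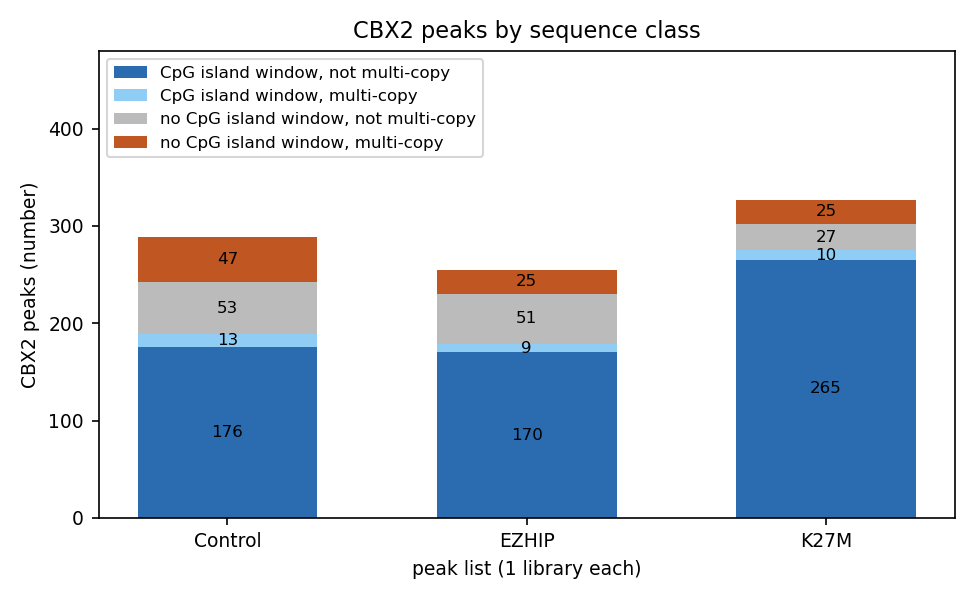
Number of CBX2 peaks in each list (1 library each), divided by whether the peak had a CpG island window and whether it was multi-copy. CpG island peaks that were not multi-copy numbered 176 in Control, 170 in EZHIP and 265 in K27M, while peaks without a CpG island window numbered 100, 76 and 52.

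Restricting the overlap to CpG island peaks that were not multi-copy raised the share of Control peaks found in the other lists. Of the 176 such Control peaks, 142 (80.7%, 95% interval 74.1 to 86.2%) overlapped an EZHIP peak and 161 (91.5%, 86.3 to 95.2%) overlapped a K27M peak. Among the 60 multi-copy Control peaks, 29 (48.3%, 35.2 to 61.6%) overlapped an EZHIP peak and 35 (58.3%, 44.9 to 70.9%) overlapped a K27M peak. The lower sharing of multi-copy peaks was seen for the Control list and not for the others. Of the 34 multi-copy EZHIP peaks, 28 (82.4%, 65.5 to 93.2%) overlapped a Control peak and 29 (85.3%, 68.9 to 95%) overlapped a K27M peak. Of the 35 multi-copy K27M peaks, 30 (85.7%, 69.7 to 95.2%) overlapped a Control peak and 25 (71.4%, 53.7 to 85.4%) overlapped an EZHIP peak. Of the 265 CpG island peaks of the K27M list that were not multi-copy, 175 (66.0%, 60.0 to 71.7%) overlapped a Control peak.

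Annotated starts of protein-coding genes lay in 137 Control peaks (47.4%, 95% interval 41.5 to 53.3%), 129 EZHIP peaks (50.6%, 44.3 to 56.9%) and 208 K27M peaks (63.6%, 58.1 to 68.8%), against 8.40% of random windows. The Control and EZHIP shares differed by less than their intervals. Within CpG island peaks, the shares were 66.7% in Control, 67.0% in EZHIP and 70.9% in K27M.

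The widest merged site held by all lists spanned 117.8 kb of chromosome 8 (19915601 to 20033400, mm9). Its sampled 32-mers were 88.7% multi-copy, so its reads cannot be placed with certainty, and it contained the start of the predicted gene Gm15319. Peaks there covered 100 kb in Control, 53.0 kb in EZHIP and 108.0 kb in K27M. The next site lay at the Hoxc cluster on chromosome 15 (102730001 to 102827400) and held the widest peak of each list, 91.6 kb in Control, 86.4 kb in EZHIP and 89.2 kb in K27M. The Control and K27M peaks contained the starts of Hoxc13, Hoxc12, Hoxc11, Hoxc10, Hoxc9 and Hoxc8, whereas the EZHIP peak ended before the start of Hoxc8. The next in width, on chromosome 11 (3022201 to 3100200), contained the start of Sfi1 and reached into Drg1. Its peaks measured 77.8 kb in Control, 74.2 kb in EZHIP and 78.0 kb in K27M, and 19.0% of its 32-mers were multi-copy.

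The widest peak in Control alone was 29.8 kb long on chromosome 8 (74325001 to 74354800). It was 81.5% multi-copy and overlapped no annotated gene, with Gm5373 the nearest protein-coding gene at 22.3 kb. The widest peak in EZHIP alone was 18.2 kb long on chromosome 2 (94019201 to 94037400). It had no CpG island window, was 2.20% multi-copy and contained an annotated microRNA, and the nearest protein-coding gene was Hsd17b12 at 21.1 kb. The widest peak in K27M alone was 27 kb long on chromosome 17 (36341401 to 36368400). It was 13.7% multi-copy and overlapped annotated pseudogenes, with H2-T3 the nearest protein-coding gene at 14.2 kb.

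The other Hox clusters were examined after the Hoxc values were seen. Each cluster had peaks in all lists. At Hoxd on chromosome 2, the peak measured 46.2 kb in Control, 64.6 kb in EZHIP and 47.6 kb in K27M. The Control and K27M peaks contained 4 Hoxd gene starts, and the EZHIP peak contained 7. At Hoxa on chromosome 6, the peak measured 42.4 kb in Control, 52.2 kb in EZHIP and 39.0 kb in K27M, and the peaks at Hoxb on chromosome 11 summed to 73.8, 79.8 and 74.0 kb. The EZHIP peaks were thus wider than Control at Hoxa, Hoxb and Hoxd and narrower at Hoxc, while the median over all matched sites was -0.09 on the log2 scale.

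**Figure D4:**
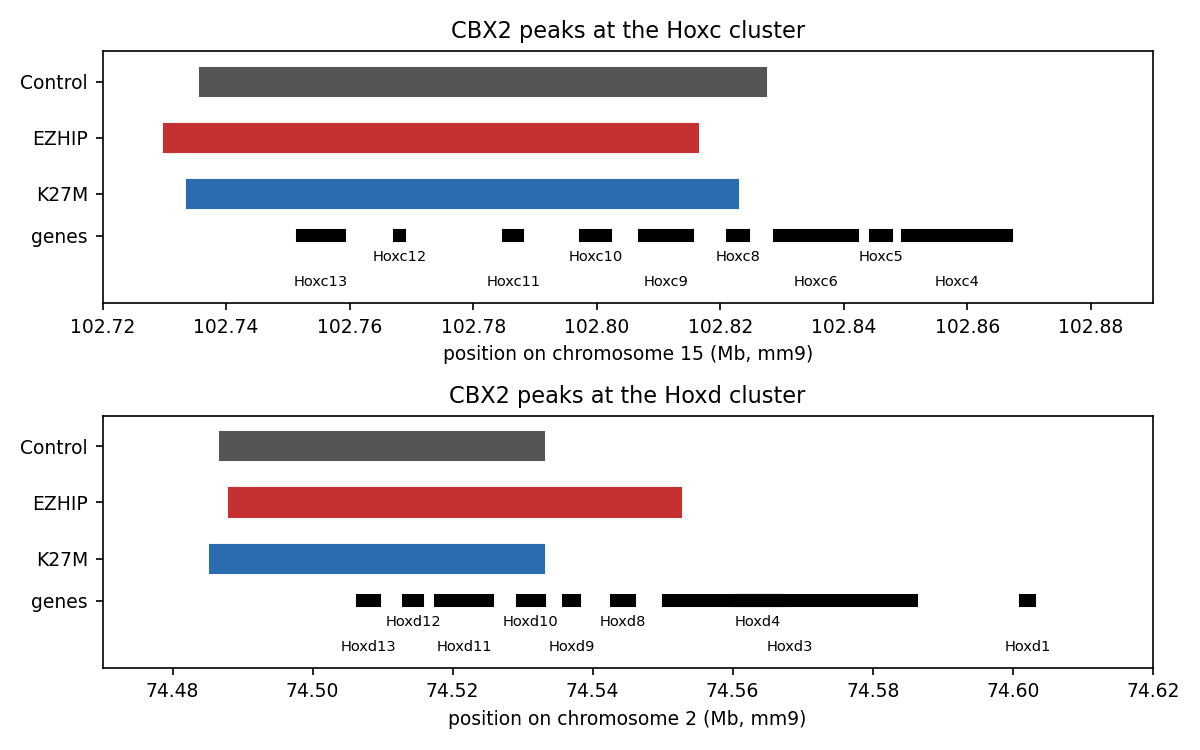
CBX2 peaks of the 3 lists and annotated Hox genes at the Hoxc cluster on chromosome 15 and the Hoxd cluster on chromosome 2 (position in Mb, mm9). The EZHIP peak at Hoxc (86.4 kb) ends before Hoxc8, and the EZHIP peak at Hoxd (64.6 kb) extends past the end of the Control (46.2 kb) and K27M (47.6 kb) peaks.

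Several genes in sites of 1 list alone were also picked out after their values were seen. Peaks in K27M alone contained the starts of Neurog1 (11.4 kb wide, chromosome 13, 56350601 to 56362000), Atoh1 (9.2 kb, chromosome 6, 64676601 to 64685800) and Hand2 (9.6 kb, chromosome 8, 59790401 to 59800000). Peaks in Control alone contained the starts of Junb (3.6 kb, chromosome 8, 87499201 to 87502800), Ddit3 (2.4 kb, chromosome 10, 126727801 to 126730200) and Ier3 (1.2 kb, chromosome 17, 35958601 to 35959800). A peak in EZHIP alone contained the start of Lmx1b (12.4 kb, chromosome 2, 33486201 to 33498600). Without peak heights or reads, absence from a list shows only that no peak was called.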

Values the study reported

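The study reported that the number and general distribution of CBX2 sites did not change in cells that expressed EZHIP or H3.3 K27M, without giving counts in its text. For the histone mark itself, it reported an 80% decrease in the number of H3K27me3 peaks under either protein. Its CBX2 peaks were called at an FDR of 0.1 with a maximum gap of 10,000, a minimum size of 1000 and a threshold of 8. Whether the lists used here were made with these settings unchanged is not known, given their gaps and smallest widths.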

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

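The alternatives that used CpG island peaks only, that removed multi-copy peaks, and that set a common minimum width were chosen after the lists were seen. The others were planned. Over 46 results and 11 settings, 284 alternative values were computed, of which 221 stayed within the interval or range of the reported value, 63 moved and 0 changed direction. The fewer or other peaks entering each alternative are part of its construction, and beyond that the cause was not tested. No paired analysis was possible because each group had 1 library, and no library could be left out in turn.

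The median log2 width ratios at matched sites stayed within their intervals under every alternative run. Joining peaks closer than 10000 bp, using autosomes only, counting peaks within 10000 bp of each other as overlapping, and requiring that the overlap cover at least 50% of the narrower peak moved none of the numbers of peaks, median widths, covered lengths, overlaps or site counts they applied to.

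With peaks of at least 5000 bp only, there were 180 Control and 166 EZHIP peaks. Median widths rose to 12600 bp in Control, 10400 bp in EZHIP and 12600 bp in K27M. Overlap rose to 73.9% of Control peaks with EZHIP, 90% of Control peaks with K27M and 83.7% of EZHIP peaks with K27M. Sites in Control alone fell to 13 and those in EZHIP alone to 23.

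With an overlap of at least 50% of both peaks, the shared percentages were 57.8% (Control with EZHIP), 58.8% (Control with K27M), 65.5% (EZHIP with Control), 51.0% (EZHIP with K27M), 52.0% (K27M with Control) and 39.8% (K27M with EZHIP). With the same number of widest peaks from each list, the K27M median width was 12400 bp. Overlap was then 72.5% (Control with EZHIP), 67.1% (EZHIP with K27M), 75.7% (K27M with Control) and 63.9% (K27M with EZHIP).

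With a common minimum width, 83.8% of Control peaks overlapped K27M and 28 sites were in Control alone. With CpG island peaks only, there were 189 Control peaks, and median widths were 9800 bp in Control and 8600 bp in EZHIP. The K27M median, 10200 bp, stayed within its interval and lay closer to that of Control than among all peaks. Covered lengths were 2417 kb in Control, 2142 kb in EZHIP and 3767 kb in K27M. Overlap was 76.2% (Control with EZHIP), 89.9% (Control with K27M), 61.1% (K27M with Control) and 50.9% (K27M with EZHIP), with 8 sites in Control alone and 28 in EZHIP alone. Of the sites in EZHIP alone among all peaks, 22 had a CpG island window. The rest of the 28 overlapped a peak of another list that had been left out. Without multi-copy peaks, covered lengths were 2511 kb, 2264 kb and 3780 kb in the same order, 84.7% of Control peaks overlapped K27M, and 21 sites were in Control alone.

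Of the remaining results, 23 values moved and 99 did not. Among those that moved, the ratio of K27M to Control peak numbers rose to 1.34 among peaks of at least 5000 bp and to 1.46 among CpG island peaks. The unknown read depth limits all comparisons of peak number and width, since both can rise with the number of reads.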

Other observations

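The sequence classes, chromosome 7 and the smallest peak width were picked for attention after the lists were seen. The tests of a looser call, of dilution by multi-copy peaks, of repeated sequence by list, and of developmental gene families on chromosome 7 were chosen after their results were seen. The other tests were written down before their values were computed.

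The K27M list had 208 peaks at protein-coding gene starts against 137 in Control and 129 in EZHIP. The excess followed the number of CpG island peaks, since within that class 70.9% of K27M and 66.7% of Control peaks lay at gene starts. A looser call as the only difference would add K27M peaks of every kind and lose none. Peaks without a counterpart were compared, so that a peak that widened into an island is not counted, and only those of at least 2200 bp, the narrowest width found in all lists. Among them, 14 K27M peaks and 31 Control peaks had no CpG island window, a ratio of 0.452 (95% interval 0.222 to 0.874), which goes against a looser call alone. This rests on multi-copy peaks (4 against 16). Outside them the counts were 10 and 15 (ratio 0.667, 0.268 to 1.59). Peaks with a CpG island window and without a counterpart numbered 91 in K27M and 13 in Control (ratio 7, 3.90 to 13.6). These intervals do not meet, which argues against a looser call that adds each kind of peak in equal proportion. A looser call that adds mainly CpG island peaks, together with fewer reads from repeated sequence, stays open. The share of peaks at gene starts was also larger in K27M than in Control, by 16.2 percentage points (8.35 to 23.8). Multi-copy peaks that dilute the Control list account for part of this at most, since the difference was 11.7 points (3.25 to 19.9) without them. Among CpG island peaks it was 4.24 points (-4.23 to 12.9), within counting error. Deeper sequencing of the K27M library stays open. The test written for it, at first together with a looser call, asked whether multi-copy sites also widened in K27M. Their median log2 width ratio was 0.094 (0.00 to 0.39) at 35 sites, of which 20 were wider, 5 narrower and 10 equal. The counts lean to widening, as deeper sequencing would give, but the interval of the median reaches 0. A more efficient immunoprecipitation in the K27M library and a gain of CBX2 at CpG islands under H3.3 K27M cannot be told apart, because both may give the widening seen at CpG island sites (median log2 ratio 0.34, 0.19 to 0.49) and new peaks of that class. The 33 matched Control peaks that had no CpG island window and were not multi-copy had a median log2 ratio of 0.88 (0.00 to 1.62). Of these, 21 were wider in K27M, 8 narrower and 4 equal. At 18 of the 33 the K27M counterpart had such a window, and all 18 were wider in K27M. That choice of sites nearly requires widening, since the K27M peak reached a window the Control peak lacked. The same choice for EZHIP gave 6 wider, 0 narrower and 1 equal, although EZHIP sites were narrower at the median. The 18 sites therefore cannot show where CBX2 widened. At the 15 sites where neither peak had a window or was multi-copy, 3 were wider, 8 narrower and 4 equal (median log2 ratio -0.06, -0.18 to 0.00), although this choice of sites leaves out those that widened into an island. Replicate libraries or the read counts would be needed to separate them.

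Of all peaks, 228 had no CpG island window. In the Control and K27M lists, the median multi-copy share of these peaks was 35.3%, against 7.5% in random windows without a CpG island window, where random draws of the same size gave medians of 5.60 to 9.40%. Reads from repeated copies of a sequence may therefore be a source of part of these peaks. They cover 47 of 100 such Control peaks and 25 of 52 such K27M peaks, and leave the rest without an explanation. The EZHIP list differed in its median. The median there was 4.45%, so repeated sequence does not account for most of its 76 peaks without a CpG island window. Random draws gave 5.17 to 10.7%. Still, 25 of the 76 peaks (32.9%, 22.5 to 44.6%) were multi-copy against 8.11% of random windows. Shares in peaks and random windows were not compared at equal width. Random windows without a CpG island window had a median of 7400 bp, against 4300 bp for such peaks in Control, 4500 bp in EZHIP and 6000 bp in K27M. The test as first written pooled all lists and gave a median of 28.0%, which hid the difference in medians. The other 51 EZHIP peaks were not multi-copy, and 43.1% of them (29.3 to 57.8%) had a Control counterpart. No biological explanation was tested for them.

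Chromosome 7 held 7 of the 430 merged sites, and its peak counts were 3 in Control, 4 in EZHIP and 3 in K27M. Of the 305 merged CpG island sites that were not multi-copy, 3 lay on chromosome 7 (0.984%, 0.203 to 2.85%). A lack of CpG island gene starts does not account for this, since the chromosome carries 7.03% of them, which would correspond to 21.4 sites. Hox clusters and other developmental regulators were among the sites, so the same comparison was made for 237 gene starts of developmental transcription factor families, picked by a fixed list of name stems. Chromosome 7 carries 9 of them, or 3.80%. The 10 other chromosomes with 9 or fewer carry 71 in all and held 115 of the CpG island sites, from 5 to 17 each. At that rate chromosome 7 would have 14.6 sites, above the Poisson 95% interval of its 3 (0.619 to 8.77), so a scarcity of these genes does not account for the pattern as a whole. The X chromosome, also with 9, held 6 sites, which is within that interval. None of the 9 lay in a merged site (0%, upper limit 33.6%), against 97 of the 237 overall (40.9%). The chromosome was singled out among 20, and Polycomb target genes cluster, so the intervals are too narrow by an unknown amount. Other chromosomes also departed from their share, with 2.21 times the expected sites on chromosome 13 and 0.529 times on chromosome 8. A copy number change of chromosome 7 in this cell line was not tested, as that needs input reads. The pattern is shared by Control, so it does not bear on EZHIP or H3.3 K27M.

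The narrowest peak measured 1200 bp in Control and 2200 bp in both EZHIP and K27M. Control had 17 peaks under 2200 bp, and at the same share 15 and 19.2 would be expected in the other lists, which had 0. A minimum width applied to the EZHIP and K27M lists but not to Control could produce such an edge. If so, widths would be dense up to the edge, which had itself been seen before the test. There were 51 peaks in the first 4 width steps from 2200 bp and 58 in the next 4. As written beforehand this small deficit counted against a minimum width. However, 51 of 109 peaks is within counting error of an even split (37.2 to 56.6%), so this test of density cannot decide. The edge itself was abrupt in both lists. The EZHIP list held 10 peaks of 2200 bp and the K27M list 5, with 0 at any narrower width. A minimum width would give such an edge, but the lists do not show whether one was applied. Of the 17 narrow Control peaks, 7 were multi-copy, 5 had a CpG island window and 1 was shared with another list, so the difference adds 16 sites to those in Control alone.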
